A study of Homo sapiens with 1 sample. Its data were reported in "CircLONP2 enhances colorectal carcinoma invasion and metastasis through modulating the maturation and exosomal dissemination of microRNA-17" (2020).

How the data were processed

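MiRNA levels were measured in 1 sample of the DLD-1 line, which had received a control siRNA, on 1 single-colour Agilent array. Per the labels, RNA was labelled with Cyanine 3-pCp by T4 RNA ligase. The methods of the study describe labelling of cDNA with another kit, and the values do not settle which was used. Per the file headers, spot intensity was extracted with Feature Extraction 11.0.1.1 from an array designed on the hg19 build, and the deposited scanner file holds background-subtracted intensity for each spot, not normalized between arrays. The deposited file also gives flags for detection, outlier spots and spots well above background, and a total gene signal with an error from the software for each miRNA. Reading the values showed how detection works. The lowest ratio of probe signal to its error, taken for the best probe of a miRNA, was 3.00 among detected miRNAs and the highest was 2.99 among undetected ones. The total gene signal equalled the sum over probes past 3 times their error, within 0.1%, for all 1133 detected miRNAs. Undetected miRNAs carry a placeholder signal of 0.1 with an error of 1. The authors also deposited a table of log2 values, quantile normalized in GeneSpring, with 2570 rows. Its scale and floor are not stated and were found from the values. How the floor and the normalization were combined is not settled. Of its columns of samples, 0 were left out.

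The main results used the deposited intensity and flags. Detection was the flag of the software. Errors of total gene signals are those of the software. For the cluster, log2 of the background-subtracted intensity of each spot was set against the 75th percentile over spots of detected miRNAs, and the SD was taken over replicate spots about the mean of their probe. Outlier spots were left out (4.51% of miRNA spots), and control spots were kept out of all miRNA results. For the spread of spots and the agreement of probes, a probe needed at least 50% of its spots well above background. For several probes of a miRNA, the brightest and the dimmest were compared and their log2 difference given. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used, with R 4.3.3 and limma 3.58.1 for normexp background correction (offset 50). The planned normexp setting names the mean spot signal. The median spot signal was used in its place.

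The spot and probe calculations were tested on simulated data laid out as the 5893 probes of 2549 miRNAs. A simulated CV of 10.0% came back as 9.55%, a simulated difference between probes of 2.00 on the log2 scale came back as 2.01 over 199 miRNAs, and 1.28% of unchanged miRNAs differed by more than 3 standard errors.

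The results, the alternatives, the marker lists and the rule for naming miRNAs were fixed before the data were examined. The rule names the mature miRNAs of miR-17-92, miR-106a-363 and miR-106b-25, the 5 highest total gene signals, any miRNA with a saturated spot, the first 5 entries of the knockdown list and its undetected entries, markers detected outside the colon list and colon markers not detected, and the 5 largest differences between probes. A marker name without an arm stood for either arm, and the same matching was chosen for the study lists after the data were examined. The miRNA names on the 2 study lists were used, and none of their values. After the values had been seen, a detection rule that also asks for a signal of 5 or more, and the choice between 8 and 12 arms of the cluster, were added.

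The alternatives were other detection rules (at least 50% of the spots of 1 probe well above background, a median spot above the 99th percentile of negative control spots, a total gene signal over 3 times its error, every probe well above background, a deposited value above the floor), the percentile over all miRNA spots, normexp, outlier spots kept, no filter on dim probes (2032 of 5893 probes with a mean at or below 0 left out, since they have no CV or log2), the deposited values, detected miRNAs only, and the mean log2 spot signal. Counts were taken as unchanged within 1.5 times. Medians over probes and rho were judged by a 95% bootstrap interval (2000 and 500 resamples), cluster values by the SD over replicate spots, and the median difference between deposited and scanner values by its SD over detected miRNAs. Gene neighbours were taken from RefSeq gene names on GRCh38.p14, on which 2353 of the 2549 miRNAs (92.3%) matched a gene symbol of their own. Its coordinates are not printed, since the array was designed on another build. The single array limits the precision, and its depth is given by signal over background.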

Results

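The data were 1 microRNA (miRNA) microarray of DLD-1 cells, an established human colorectal carcinoma line, transfected with a negative control siRNA (si-NC, n = 1 array). A miRNA is a short RNA cut from a hairpin precursor, and each hairpin can give a mature miRNA from its 5p arm and another from its 3p arm. The study asked how depletion of circLONP2, a circular RNA made from exons of the LONP2 gene, changed miRNA levels, with attention to miR-17. The knockdown array was not analysed here, so no comparison between groups was made and no p-value was computed. With 1 array there was no biological replicate, and every error given is technical, from replicate spots on that array or from the error model of the scanner software.

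The scanner file listed 53144 spots, of which 50980 were spots of human miRNA probes, 1000 were negative control spots and 1164 were other controls. The miRNA spots came from 5893 probes for 2549 miRNAs. No spot was saturated, and the highest median pixel signal reached 21.3% of the saturation value. Negative control spots had a median background-subtracted signal of 0.0894 and a 99th percentile of 16.1, and 1.40% of them were well above background. Of the miRNA spots, 34.3% were well above background and 30.8% had a signal under 0 after background subtraction.

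The first question was how many miRNAs the control cells gave a measurable signal for. The scanner software called 1133 of the 2549 miRNAs detected, which is 44.4%. The total gene signal, the summed signal of the probes of a miRNA, had a median of 12.5 and quartiles of 4.99 and 52.0 over the detected miRNAs. The median error of that signal was 8.94% of its value, and the errors ran from 5.02% to 33.3%. The rule that moved the count most, which also asked that every probe of a miRNA have enough spots well above background, left 749 miRNAs. That rule can only take miRNAs away from the 1133.

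The miRNAs with the 5 highest total gene signals were miR-7975 at 43459 ± 3078 (error from the scanner software), miR-7977 at 40694 ± 2880, miR-10a-5p at 26585 ± 1894, miR-21-5p at 23842 ± 1688 and miR-29b-3p at 20514 ± 1464. Signals of different probes were not compared with each other as abundance.

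The study followed miR-17, which is cut from a shared precursor with the other members of the miR-17-92 cluster. All 12 mature miRNAs of the cluster were called detected. The total gene signal of miR-17-5p was 5162 ± 307 and that of miR-17-3p was 345 ± 25.4, with 20 of 20 spots well above background for each. For miR-18a-5p it was 846 ± 60.03, for miR-19a-3p 8819 ± 625, for miR-20a-5p 12080 ± 865, for miR-19b-3p 15389 ± 1095 and for miR-92a-3p 913 ± 65.1. The signal of miR-20a-3p was 221 ± 16.5. The remaining 4 arms each had at least 1 spot not well above background. Signals of 62.9 ± 4.10 for miR-19b-1-5p and 7.61 ± 0.618 for miR-92a-1-5p rested on 19 and 15 of 20 spots well above background. For miR-18a-3p and miR-19a-5p the signals were 2.32 ± 0.377 and 2.77 ± 0.367, with 4 and 6 such spots.

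On the log2 scale, relative to the 75th percentile of the array over spots of detected miRNAs, miR-17-5p lay at 6.56 ± 0.06 (SD over replicate spots of a probe, 20 spots) and miR-17-3p at 2.66 ± 0.06. That SD leaves out differences between probes, which were larger. The probes of miR-17-5p had mean signals of 9334, 13651 and 20224, and those of miR-17-3p had 673 and 1213. The median over the 8 arms with every spot well above background was 5.34. Taking the percentile over all miRNA spots raised that median to 7.78, because the reference signal fell from 143 to 26.3. The same median over all 12 arms was 3.34. The restriction to 8 arms was made after the values had been seen.

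**Figure D1:**
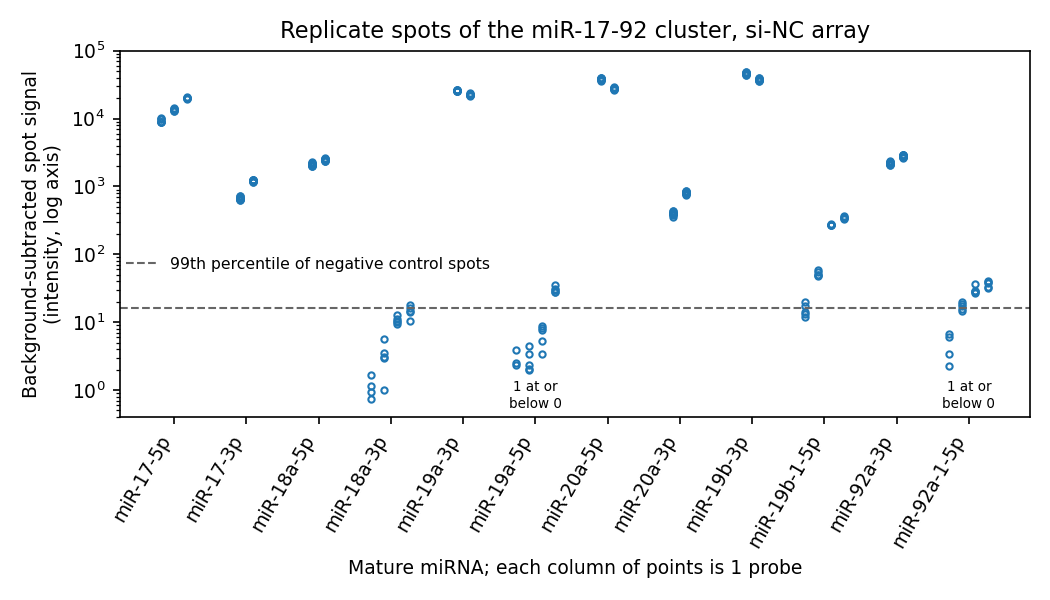
Background-subtracted signal (intensity, log axis) of each replicate spot of the 12 mature miRNAs of the miR-17-92 cluster on the si-NC array, with outlier spots left out and spots at or below 0, which a log axis cannot show, given as counts in the plot, where each column of points is 1 probe and the dashed line is the 99th percentile of negative control spots, 16.1. All spots of miR-17-5p lie above the line, while most spots of miR-18a-3p and miR-19a-5p lie below it.

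The related clusters were read in the same way. In the miR-106b-25 cluster all 6 mature miRNAs were called detected. The signals of miR-106b-5p, miR-93-5p and miR-25-3p were 2383 ± 169, 1109 ± 79.1 and 1485 ± 106.1. Those of miR-106b-3p, miR-93-3p and miR-25-5p were 5.03 ± 0.537, 2.38 ± 0.337 and 3.81 ± 0.455, with 6, 5 and 5 of 20 spots well above background. In the miR-106a-363 cluster miR-106a-5p was not analysed here, and 2 of the other 9 were called detected, miR-18b-5p at 349 ± 23.8 and miR-20b-5p at 7139 ± 517. Those called undetected were miR-106a-3p, miR-18b-3p, miR-20b-3p, miR-19b-2-5p, miR-92a-2-5p, miR-363-3p and miR-363-5p. No spot of these 7 was well above background.

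A miRNA reported as lower after knockdown has to be measurable in the control. The study's list of miRNAs lower after circLONP2 knockdown had 74 entries, and all 74 had at least 1 arm called detected. Under the rule on every probe, 71 did. An entry without an arm was matched to either arm, a choice made for this list after the data were examined. The study heads the list as knockdown by antisense oligonucleotide, while the labels of the array and the study's array methods give siRNA. All 74 entries had an arm at least 1 log2 unit above the floor of the deposited values (lowest 1.001, miR-1247). A list picked by a 2-fold fall from this array would show that. The list of miRNAs higher after overexpression needs no such fall, and 28 of its 29 entries had such an arm. Its entries were brighter, with a median signal of 6054 for the brightest arm against 131, so that comparison cannot decide. Of single detected miRNAs, 56.8% lay that far above the floor, a lower share than that of the knockdown list. The counts thus lean toward a list picked from this control array. They do not settle it, since the values on the list were not used. The first 5 entries were miR-146a, miR-582, miR-10a, miR-10b and miR-26a-1. Their signals were 797 ± 57.4 for miR-146a-5p, 6.25 ± 0.602 for miR-146a-3p, 317 ± 22.4 for miR-582-5p, 16.8 ± 1.23 for miR-582-3p, 1376 ± 79.1 for miR-10a-3p, 12222 ± 872 for miR-10b-5p, 13.0 ± 1.17 for miR-10b-3p and 51.5 ± 2.65 for miR-26a-1-3p. The signal of miR-10a-5p is given above. The list of miRNAs higher after overexpression had 29 entries, of which all 29 had a detected arm. Both lists contain miR-17. The study chose its lists with arrays of this kind, so these counts describe the lists and are not independent evidence.

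Lists of tissue marker miRNAs, fixed before the data were examined, were used to see which kinds of miRNA gave a signal. All 10 colon epithelium markers were called detected. Of the 23 markers of other tissues 7 were called detected. In the blood list these were miR-142-3p at 695 ± 50.05, miR-142-5p at 41.8 ± 3.04, miR-223-3p at 25.4 ± 1.97 and miR-451a at 21.5 ± 1.67, so 4 of 7. The muscle list had 1 of 6, miR-499a-5p at 12.4 ± 1.11. The stroma and vessel list had 1 of 6, miR-126-3p at 123 ± 8.75. The liver and neural list had 1 of 4, miR-219a-5p at 154 ± 10.9. No alternative rule changed these counts.

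Replicate spots of a probe gave the error within the array. Over the 1940 probes with at least 50% of their spots well above background, the median coefficient of variation (CV) was 8.73%, with quartiles of 5.11% and 14.4%. The median was 15.8% for probes with a mean signal under 20 and 3.76% for probes at 1000 and over. Without the filter on dim probes the median CV was 20.4% over probes with a mean signal above 0, where a CV is unstable for means close to 0.

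**Figure D2:**
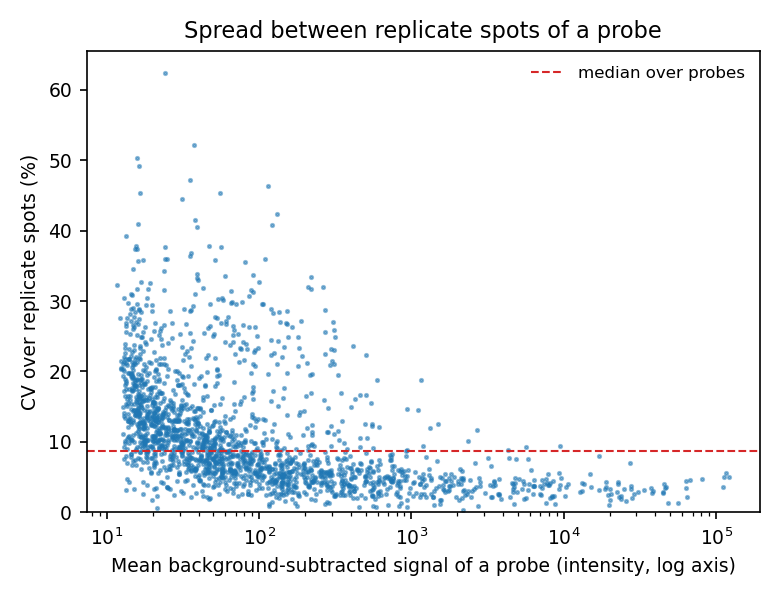
CV over replicate spots (%) against the mean background-subtracted signal (intensity, log axis) of each of the 1940 probes with at least 50% of their spots well above background on the si-NC array, where each point is 1 probe and the dashed line is the median, 8.73%. The CV is higher among dim probes than among bright ones.

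Different probes of a miRNA were compared next. For 800 detected miRNAs with 2 or more probes well above background, the brightest and the dimmest probe differed by a median of 0.35 on the log2 scale, with quartiles of 0.14 and 0.81. The median was 0.32 for the 682 miRNAs with 2 such probes, 0.51 for the 61 with 3 and 1.17 for the 57 with 4. The difference was 1 or more for 157 miRNAs. The 5 largest differences were 6.26 ± 0.11 (SE from replicate spots) for miR-6858-5p, 5.43 ± 0.14 for miR-182-5p, 5.21 ± 0.09 for miR-15b-3p, 5.16 ± 0.10 for miR-338-5p and 5.06 ± 0.06 for let-7a-3p. After miR-6858-5p, the order of neighbouring values is not resolved by these errors. The dimmer probes of miR-6858-5p, miR-15b-3p and miR-338-5p had means of 15.1, 13.2 and 15.5, under the 99th percentile of negative control spots, so these differences depend on signals close to background. The alternative that moved the median most, background correction by normexp, gave 0.17. Its offset of 50 is added to every signal and by itself shrinks log2 differences, most of all between dim probes.

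The deposited processed values were set against the scanner signal across miRNAs within this array, which are not independent replicates. Spearman's rho was 0.999 over 2549 miRNAs, of which the 1416 undetected ones were tied on both scales, and 0.992 over the 1133 detected ones. The median difference, deposited minus log2 total gene signal, was 5.64 over all miRNAs, where most are undetected miRNAs that the software sets to a placeholder of 0.1. Over the detected miRNAs it was 0.080. The lowest deposited value was 2.32, the log2 of 5, and all 1416 undetected miRNAs had it. Of the detected miRNAs, 284 had a total gene signal under 5, and 283 of these shared a single deposited value of 2.3236, just above the 2.3219 of undetected miRNAs, so the table keeps no order among them. The exception was miR-504-3p, at a deposited value of 2.35, which is named here because its value was seen. For the 849 detected miRNAs at 5 or more, rho was 1.00, which quantile normalization within an array gives by construction. Over the 61 of them with a signal of 1000 and over the median difference was -0.29.

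**Figure D3:**
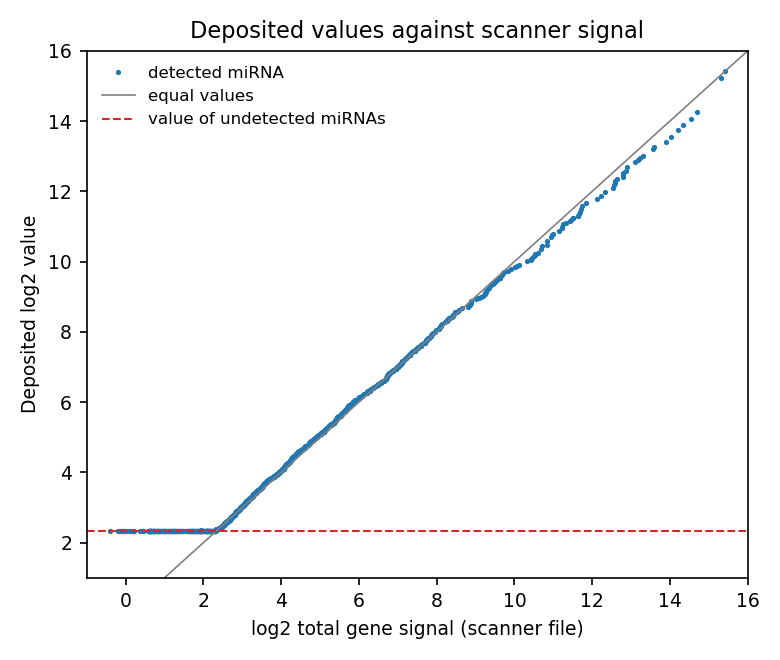
Deposited log2 value against log2 total gene signal for the 1133 detected miRNAs of the si-NC array, where each point is 1 miRNA, the grey line marks equal values and the dashed line is the value of undetected miRNAs, 2.32. Detected miRNAs with a signal under 5 lie just above the dashed line, nearly all at 2.3236 against its 2.3219, and the brightest ones mostly lie below the grey line.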

Values the study reported

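The study reported that, for its array analysis, a miRNA was kept when at least 3 of 6 samples carried the Detected flag. It gave the version of the array image software as 11.0.1.1.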

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

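The tests on the dmr_285 control were chosen only after its signal had been seen. Control features that the results do not use were compared with the negative control spots, whose 99th percentile was 16.1, and 8 of them had a median spot signal above that. The median was 128128 for hur_1, 147656 for hur_2, 57847 for hur_4, 903 for hur_5, 51520 for hur_6, 6214 for mr_1 and 1630 for the bright corner feature. The files do not say what these controls bind, so their signals were not tested further. No biological explanation was tested, since the design gives no group to compare.

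The remaining feature, dmr_285, had a median spot signal of 27.1, with 20 of 40 spots well above background. Its probe dmr_285_19 had a mean of 73.6 ± 4.32 (SD, 17 spots) and its probe dmr_285_18 a mean of 7.11 ± 2.88 (SD, 20 spots). The labelling quality metric of the software, 0.516, is the mean of the log10 signals of dmr_285 and dmr_31a, and that metric and the hybridisation spike-in metric were the 2 of 9 quality metrics out of range. If a labelling spike-in mix had been added, dmr_31a would be expected above the negative control spots. Its median spot signal was -0.653, which argues against an added mix as the cause. Human RNA binding the control probe may be the source. An array without human RNA, which would decide this, was not analysed here. The probe dmr_285_18 had 0 spots well above background, so the signal rests on the other probe, and this does not decide it.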

How the results depend on the processing

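The detection rule with a signal of 5 or more and the cluster value over all 12 arms were chosen only after the values had been seen. Over 22 results, 101 alternative values were computed. Of these, 36 moved, of which 22 were values of single miRNAs of the cluster. Another 47 stayed within their limits, and 18 were fixed by construction.

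The count of detected miRNAs was 967, 796 and 849 under the rules on spots of 1 probe, on negative control spots and on a signal of 5 or more, and it moved to 749 where every probe had to be above background. The 967 and the 796 were all among the 1133, while the rules giving 849 and 749 are subsets of it by definition. The rule on 3 times the error and the rule on the deposited floor gave 1133 by the way the placeholder and the floor were set, so they say nothing about stability. The counts for the study's lists and for the tissue markers stayed within 1.5 times under every rule.

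The median cluster signal, 5.34, moved to 7.78 with the percentile over all miRNA spots, 4.88 with normexp, 5.03 with deposited values and 3.34 over all 12 arms. The first shift comes from a lower reference, and the last from the addition of 4 lower arms. The median CV between spots, 8.73%, moved to 4.20% with normexp, whose offset is added to every signal, to 9.91% with outlier spots kept and to 20.4% with no filter on dim probes, over probes with a mean above 0. The median difference between probes, 0.35, moved to 0.17 with normexp, whose offset by itself shrinks log2 differences, and to 0.46 with no filter. For the deposited values, rho moved from 0.999 over 2549 miRNAs to 0.992 over the 1133 detected miRNAs. With the mean log2 spot signal it moved to 0.913, over a smaller set of 2445 miRNAs. In the same 2 settings the median difference moved from 5.64 to 0.080 and 0.21. The placeholder enters only the main values. Apart from these, the cause was not tested. Signal over background limits the dim miRNAs, whose median error was 20.5% for the 284 under 5.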

Other observations

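The tests on probe differences, on the miR-106a-363 cluster and on blood markers were chosen only after their results had been seen. The tests on dim miRNAs and on position were set down before their results were seen, though the limit of 5 that defines a dim miRNA came from the floor of the deposited table.

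Of the detected miRNAs, 284 or 25.1% had a signal under 5, and random false detection could be a reason. Among 1071 arms that were dim or undetected, the other arm of the same hairpin had a signal of 5 or more for 40.0% of 200 dim arms and 22.8% of 871 undetected arms. The difference was 17.2 percentage points, and none of 10000 random reassignments gave as large a difference (highest 11.6). This argues against random detection as the whole cause, while a part of the dim calls may still be random. Nearest hairpins within 10 kb gave no decision. They were detected for 54.8% of 31 dim hairpins and 36.9% of 141 undetected ones, a difference of 17.96 points that 513 of 10000 reassignments reached. A version that asked for a signal of 5 or more in the neighbour, computed before the version set down in advance, gave 20.02 points, reached by 267. Clusters of related miRNAs can also bind each other's probes, which this test does not separate. No biological explanation was tested.

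Position on the array could widen the spread between spots. In 16 blocks, position explained 10.9% of the variance of spots about their probe median, against at most 0.211% over 200 shuffles. Removing block medians lowered the median CV from 8.73% to 8.16%, a fall of 6.48%, less than the 20% set beforehand. This argues against position as the main source of the spread, though it had a part in it. No biological explanation was tested.

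Probes of a miRNA differed by more than 3 standard errors of their replicate spots for 526 of 800 miRNAs, or 65.8%, against 1.28% in simulated spots with no difference. Noise of replicate spots alone is thus unlikely as the cause. Differences in how probes bind, or binding of related RNAs, were not tested.

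In the miR-106a-363 cluster, miR-18b-5p and miR-20b-5p were the 2 members called detected. Binding of near-identical miRNAs of the miR-17-92 cluster, such as miR-18a-5p and miR-20a-5p, is a candidate explanation. Of the other arms of miR-106a-363, 0 of 7 were detected. That count restates the pattern and does not test the explanation. A shared family number does not set the detected members apart. The undetected miR-18b-3p, miR-20b-3p, miR-19b-2-5p and miR-92a-2-5p also share theirs with detected arms of miR-17-92, and miR-20b-3p had 0 of 20 spots well above background where miR-20a-3p had 20 of 20. No sequences were compared, so such binding and expression of the cluster both remain open.

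The blood list gave 4 of 7 markers, and blood cells or blood cell RNA in the sample could explain that. Not detected were 3 members of the list, miR-150-5p, miR-144-3p and miR-486-5p. This count restates the pattern, and probes of different miRNAs cannot be set against each other, so it does not decide. The sample was a cultured line, so blood cells were no part of the design. Per the study, the culture medium held fetal bovine serum, which was not tested as a source of RNA. Both study lists contain miR-142, which goes with expression by the cells for that miRNA, while miR-223 and miR-451a are on neither. RNA from outside the cells and expression by the cells themselves both remain open for the set.

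The deposited table limits which falls it can show. Of the detected miRNAs, 644 (56.8%) lay at least 1 log2 unit above the floor, which a 2-fold fall needs, and 489 did not. All 74 entries of the knockdown list had an arm that did, as any list picked by a fall of that size in this table would.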
